A study of Parasteatoda tepidariorum with 10 samples. Its data were reported in "Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider" (2022).

How the data were processed

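Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in 10 libraries prepared from entire embryos of the house spider *Parasteatoda tepidariorum*. The labels gave 5 groups of 2 libraries each: wild-type embryos at stages 1, 2 and 3, which were collected 9, 12 and 18 h after egg laying, and stage-3 embryos from mothers injected with double-stranded RNA against *fuchi* or against *Pt-hh* (parental RNA interference, pRNAi). Per the labels, nuclei came from 200 embryos for each library of stages 1 and 2 and from 40 embryos for each library of stage 3.

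Per the study's methods, the authors trimmed the reads with Trim Galore!, aligned them with bowtie2 to the genome assembly Ptep_2.0, removed alignments of low mapping quality and PCR duplicates, and called peaks with Genrich in its ATAC-seq mode. Each deposited list held the peaks of 1 library, called without a control library and without pooling the replicates, so that the replicates could be compared list against list. The deposited signal of a peak is the authors' value from the caller, an area that adds up the significance along the peak, and it was never below 200.0 in any list. The deposited −log10 p-value of a peak is also the authors' value, taken at the summit, and the other measurement column of the deposited lists gives the distance from the start of the peak to that summit. No adjusted p-value was given for any peak. These values are not scaled between libraries, and they were used here only to describe, rank or filter the peaks within a list. Adapter insertion shifts and the fragment ends used by the caller were set by the authors and could not be changed here.

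No read totals were used here, so the depth of each library is unknown and no interval for counting error is given. The length of a list depends on depth and on library quality as well as on accessibility. For this reason every list in a comparison was set to the length of the shortest list in it, keeping the peaks with the highest signal: 10616 peaks for comparisons over all 10 libraries or over the 6 stage-3 libraries, and 12494 peaks for the 6 wild-type libraries. Lists of equal length hold equal numbers of peaks, so a general gain or loss of peaks in a group cannot be seen from them, and equal length does not make the depths equal.

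The share of peaks held in common by 2 libraries was the percentage of peaks that overlapped a peak of the other list by at least 1 bp, averaged over both directions. The mean share over the labelled replicate pairs was compared with all other ways to split the same libraries into pairs (exact permutation test, one-sided), with Benjamini-Hochberg adjustment over the 2 tests made. The share found by position alone was measured by moving 1 list along the joined scaffolds by 10 fixed distances. For the comparisons between groups, overlapping peaks of the 6 lists were merged into regions. A region was counted as present in a group when both replicates had a peak there, and as absent when neither had one. With 2 libraries per group these counts carry no p-value. They were set beside the same counts for the other 14 of the 15 pairs that the 6 stage-3 libraries can form. Groups came from the labels alone.

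The regions named in the text were chosen by a rule: the 5 regions with the highest mean signal percentile among those with a peak in the other 4 stage-3 libraries and none in the *fuchi* pRNAi libraries, and the 3 highest among those with peaks in the *fuchi* pRNAi libraries only. A percentile is the rank of a peak by signal within its own list, averaged over the libraries with a peak. The groups, tests, naming rule and alternatives were fixed before the data were examined, except for 2 alternatives and some tests of the closing section, which are marked there as chosen later. The alternatives were all deposited peaks, lists of 5308 peaks (6247 for the wild-type libraries), ranking by p-value, an overlap of at least 50% of the shorter peak, windows of 200 bp around the summits, each replicate or group left out in turn, the Jaccard index of covered base pairs, and pairings restricted by replicate number. Added later were pairings restricted to libraries of stage 3 or of stages 1 and 2, and the search of the full lists for peaks in the libraries counted as lacking them.

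The counting of absent regions was tested on simulated data before use. Of 19812 simulated regions, 200 were removed from both *fuchi* pRNAi lists; 103 of these had a peak in the other 4 simulated lists and so entered the counted set, which follows from the definition of the set, while the rest of the 200 were not counted. The set also held 255 simulated regions that fell below the equal list length by simulated variation, and the highest count for another pair was 293. A simulated count for a pair thus includes regions near the limit of the lists. All simulated lists were made from the list of wild-type stage-3 replicate 1, with variation added by group and by library. No difference in depth was simulated, so these counts are not a background for the real ones. Calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

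The differential test of the study rests on read counts, which were not used here. A planned comparison of sequence motifs was not made, since the genome sequence of Ptep_2.0 was not used here, and for the same reason the regions are given by scaffold and position without gene annotation.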

Results

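The 10 peak lists came from 5 groups of embryos with 2 libraries each. Wild-type embryos at stages 1, 2 and 3 covered the period in which the germ disc begins to form, and stage-3 embryos after *fuchi* pRNAi and *Pt-hh* pRNAi were collected at the age of the wild-type stage-3 embryos. *fuchi* encodes a GATA-like transcription factor, and *Pt-hh* is the spider *hedgehog* gene, whose knockdown the study used as a comparison for *fuchi*. All positions refer to scaffolds of the assembly Ptep_2.0.

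The stage-3 lists held 19812 and 12494 peaks in the wild-type replicates, 10616 and 13677 peaks in the *fuchi* pRNAi replicates, and 23045 and 19732 peaks in the *Pt-hh* pRNAi replicates. The group means were 16153 ± 5175 peaks for the wild type, 12147 ± 2164 peaks for *fuchi* pRNAi and 21389 ± 2343 peaks for *Pt-hh* pRNAi (SD, n = 2 each). The *fuchi* pRNAi mean lay below the wild-type mean by less than the SD of the wild-type replicates. The earlier stages were less even. The stage-1 lists held 24066 and 137892 peaks, and the stage-2 lists held 51893 and 23985 peaks. The covered length was 5.47 to 12.9 Mb in the stage-3 lists and 11.7 to 53.7 Mb in the lists of stages 1 and 2. Median peak widths ranged from 451 to 516 bp at stage 3 and from 288 to 498 bp at stages 1 and 2.

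The summit p-values differed in grain between the stages. Below a −log10 p-value of 4.5, the stage-1 lists held 7 and 3 distinct values and the stage-2 lists 4 and 7, whereas the stage-3 lists held 37 to 76. In stage 1 replicate 2, 70.1% of all peaks had the same summit p-value. This share was 31.6% in stage 1 replicate 1, 38.8% and 29.1% in the stage-2 replicates, and 2.12% to 5.34% in the stage-3 libraries. The strongest peak of each list by signal lay on the scaffold NW_018376755.1 in all 4 libraries of stages 1 and 2 and in *fuchi* pRNAi replicate 2, and on NW_018374349.1 in the other 5 stage-3 libraries.

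**Figure D1:**
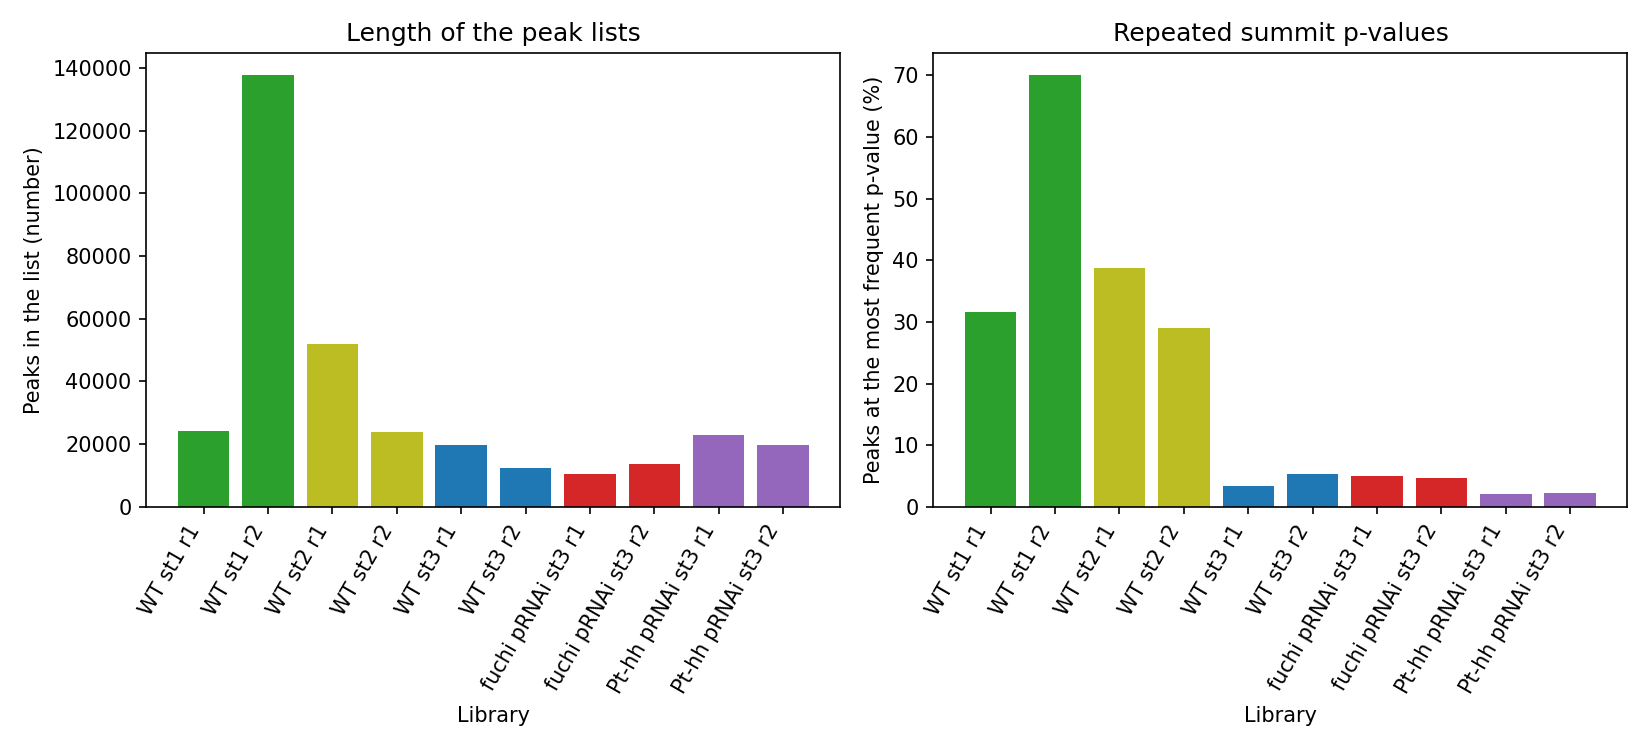
Number of peaks in each list (left) and percentage of peaks at the most frequent summit p-value of the list (right), 1 bar per library (WT, wild type; st, stage; r, replicate). Stage 1 replicate 2 had the longest list, with 137892 peaks, of which 70.1% had a single summit p-value.

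The first comparison asked whether replicates shared more peaks than libraries of different groups. With 10616 peaks per list, the replicates shared 24.1% of their peaks at stage 1, 32.8% at stage 2, 64.7% in the wild type at stage 3, 66.0% after *fuchi* pRNAi and 73.4% after *Pt-hh* pRNAi. The mean over these 5 pairs was 52.2%, and 13 of the 945 ways to pair the 10 libraries gave a mean as high (p = 0.0138, exact permutation test, one-sided; adjusted p = 0.0275 over 2 tests). Over the settings fixed beforehand, p ranged from 0.00423 with all deposited peaks to 0.0667 without the *fuchi* pRNAi group. When only the 45 pairings that kept stage-3 libraries apart from those of stages 1 and 2 were allowed, a restriction chosen after the data were seen, 13 gave a mean as high (p = 0.289, exact permutation test, one-sided). The p over all pairings therefore reflected the high sharing among the stage-3 lists. Within these stage blocks, replicates did not share more peaks than other libraries by this test. The earlier libraries shared more with stage-3 libraries (mean 36.8%) than with each other (mean 29.0%). Stage, embryos per library and the grain of the summit p-values changed together, so this contrast cannot be assigned to development. Position alone gave shares of 0.747% to 1.14%. The stage-3 libraries stood apart from the earlier ones. The 15 pairs of stage-3 libraries shared 60.3% to 73.4% of their peaks, whereas the 24 pairs of a stage-3 library with an earlier one shared 22.2% to 46.3% and the 6 pairs among stages 1 and 2 shared 21.1% to 38.3%.

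Within stage 3 the replicates could not be told from libraries of different groups by this measure. The 3 replicate pairs shared 68.1% ± 4.69 of their peaks (SD, n = 3 pairs) and the 12 other pairs 66.3% ± 3.90 (SD, n = 12 pairs). The labelled pairing was matched or exceeded by 3 of the 15 pairings, itself included (p = 0.2, exact permutation test, one-sided; adjusted p = 0.2), and the smallest p that 15 pairings allow is 0.0667. Wild-type replicate 1 shared 73.4% of its peaks with *Pt-hh* pRNAi replicate 2 and 70.9% with *Pt-hh* pRNAi replicate 1, against 64.7% with the other wild-type replicate.

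**Figure D2:**
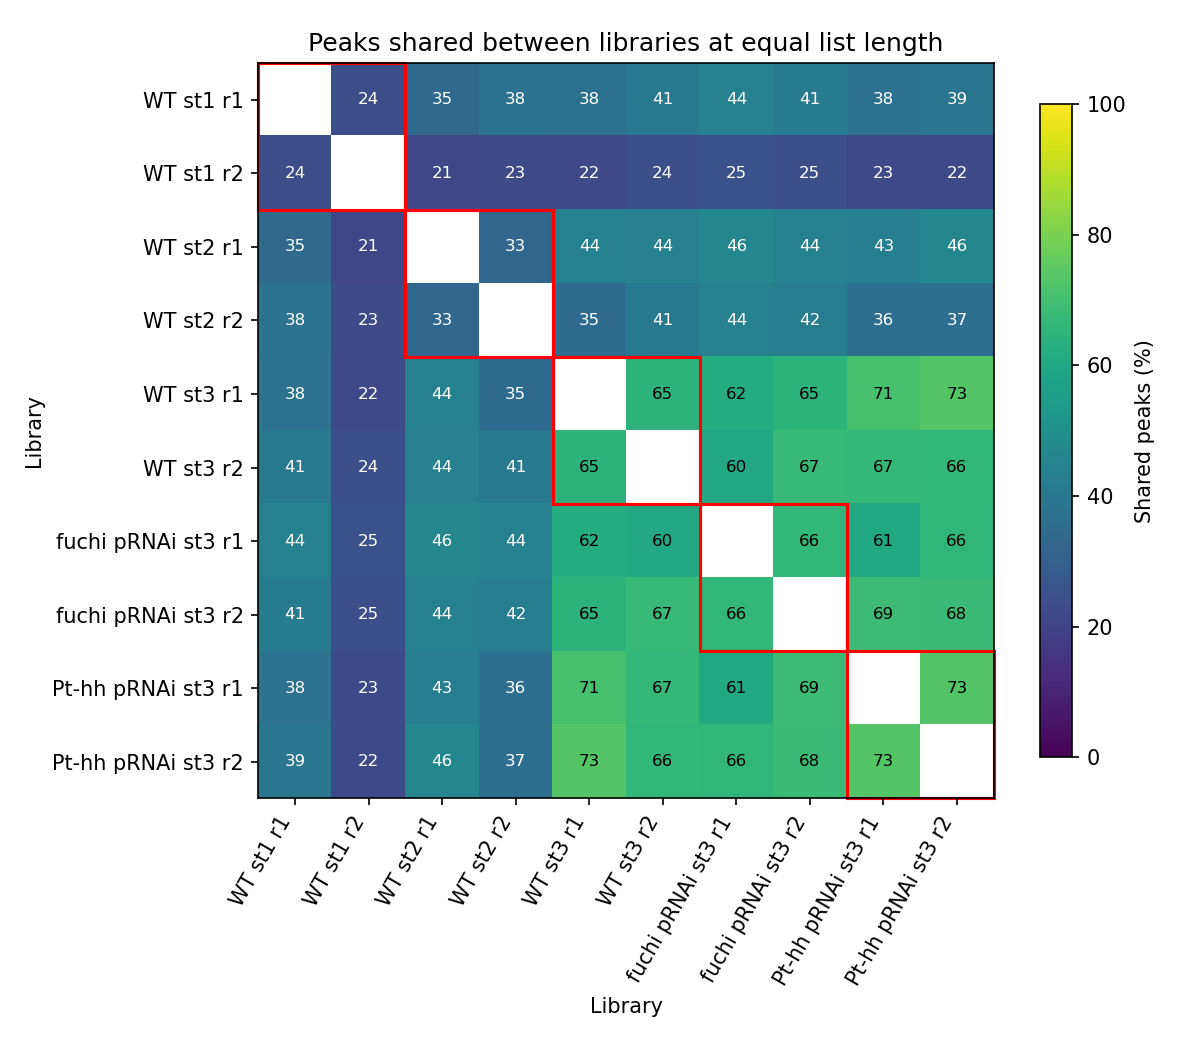
Percentage of peaks shared by each pair of the 10 libraries at 10616 peaks per list, with the libraries on both axes and replicate pairs outlined in red (WT, wild type; st, stage; r, replicate). The stage-3 libraries shared 60.3% to 73.4% with each other, within and between groups.

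The second comparison asked which stage-3 regions differed after *fuchi* pRNAi from the wild type. The 6 stage-3 lists of equal length merged into 20289 regions, of which 4268 (21.0%) had a peak in all 6 libraries and 6770 (33.4%) in a single library. Of 6738 regions with a peak in both wild-type libraries, 725 (10.8%) had none in either *fuchi* pRNAi library. In the opposite direction, 731 of 6903 *fuchi* pRNAi regions (10.6%) had no peak in either wild-type library. The list length moved these numbers. With all deposited peaks the counts were 1391 (14.5%) and 398 (5.19%), as the wild-type lists were longer on average. A single library standing for its group raised the 725 regions to between 1177, without *fuchi* pRNAi replicate 1, and 2617, without wild-type replicate 2, and the 731 regions to between 1442, without wild-type replicate 1, and 2780, without *fuchi* pRNAi replicate 2. Replicates also differed from each other: 33.6% to 35.8% of the regions found in 1 replicate of the wild type or of *fuchi* pRNAi were absent from the other replicate, and 26.6% to 26.7% for *Pt-hh* pRNAi.

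For *Pt-hh* pRNAi, 370 of the 6738 wild-type regions (5.49%) had no peak in either *Pt-hh* pRNAi library, and 596 of 7708 *Pt-hh* pRNAi regions (7.73%) had none in either wild-type library. With all deposited peaks these counts were 297 (3.10%) and 2018 (13.1%), the *Pt-hh* pRNAi lists being the longer ones. A single library in place of a pair gave 797 (without *Pt-hh* pRNAi replicate 1) to 2558 (without wild-type replicate 1) regions for the former and 1196 (without wild-type replicate 2) to 2004 (without *Pt-hh* pRNAi replicate 2) for the latter. The difference between the *fuchi* and *Pt-hh* counts was not tested, as both rest on the same 2 wild-type libraries.

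The third comparison set the *fuchi* pRNAi libraries against the other 4 stage-3 libraries together. A peak in all other 4 libraries and none in either *fuchi* pRNAi library was found in 330 regions. This was the highest count among the 15 pairs of stage-3 libraries, and an arbitrary pair ranks highest with a probability of 0.0667, the smallest that 15 pairs allow. The other 14 pairs gave 48 to 186 regions, with 138 for the wild-type pair and 78 for the *Pt-hh* pRNAi pair. With lists of equal length ranked by p-value the *fuchi* pRNAi pair had 353 regions, and the next pair, wild-type replicate 2 with *fuchi* pRNAi replicate 1, had 281. With all deposited peaks the *fuchi* pRNAi pair had 834 regions and ranked below that pair, which had 1027. Without *fuchi* pRNAi replicate 1 the count was 586, without *fuchi* pRNAi replicate 2 it was 921, and without wild-type replicate 2 it was 642. In the opposite direction, 316 regions had a peak in both *fuchi* pRNAi libraries and in none of the other 4. This ranked below the 339 regions of the pair of wild-type replicate 2 and *fuchi* pRNAi replicate 2, so that it did not stand out from pairs of mixed groups. It fell to 79 with all deposited peaks, and was 1321 without *fuchi* pRNAi replicate 1, 1945 without *fuchi* pRNAi replicate 2 and 561 without wild-type replicate 2.

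**Figure D3:**
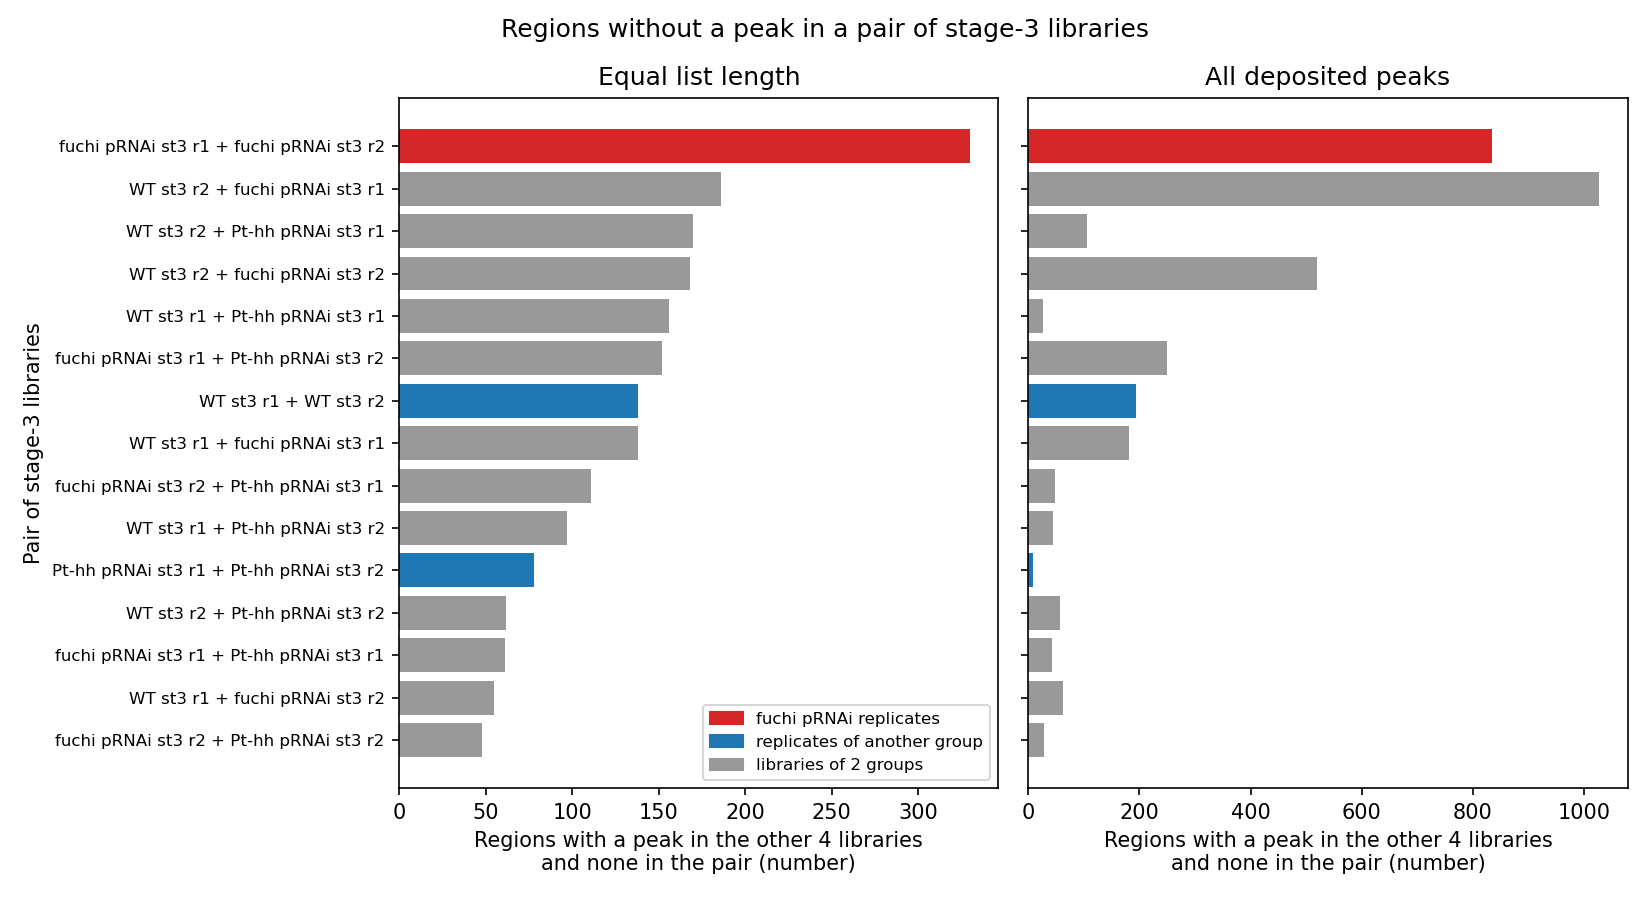
Number of regions with a peak in the other 4 stage-3 libraries and none in the pair, for each of the 15 pairs (vertical axis; WT, wild type; st, stage; r, replicate), at equal list length (left) and with all deposited peaks (right). The *fuchi* pRNAi pair, in red, had 330 regions at equal length, above the 48 to 186 of the other pairs, and 834 with all peaks, below the 1027 of wild-type replicate 2 with *fuchi* pRNAi replicate 1.

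The source labels divide the libraries in other ways. They name line 39 for wild-type replicate 1 and *Pt-hh* pRNAi replicate 2 at stage 3, and line 40 for the other 4 stage-3 libraries, both *fuchi* pRNAi libraries included. A bracketed entry that reads like a month and a day begins with 1 in all 4 pRNAi libraries and with 8 and 11 in the wild-type replicates. For wild type against pRNAi this entry and the treatment cannot be told apart. Among the 4 pRNAi libraries, 1005 of 7708 *Pt-hh* pRNAi regions (13.0%) had no *fuchi* pRNAi peak and 717 of 6903 *fuchi* pRNAi regions (10.4%) had no *Pt-hh* pRNAi peak, whereas the 4 comparisons that mixed the groups gave 297 to 611 regions. Among the 4 libraries of line 40, 742 of 6924 regions shared by wild-type replicate 2 and *Pt-hh* pRNAi replicate 1 (10.7%) had no *fuchi* pRNAi peak. The opposite count was 722 of 6903 (10.5%), and the 4 mixed comparisons gave 414 to 650 regions. The line 39 libraries held no *fuchi* pRNAi sample.

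The 330 regions without a *fuchi* pRNAi peak had a median width of 664.5 bp and lay on 186 scaffolds. Their median signal percentile in the other 4 libraries was 43.4, against 71.5 for the 4268 regions of all 6 libraries, and 122 of them had a mean percentile of 50 or more. The strongest lay on NW_018368093.1 from 67743 to 68454, with a mean percentile of 86.9 ± 6.42 (SD, n = 4 libraries). The next 4 were on NW_018378926.1 from 3406057 to 3406897 (percentile 86.9 ± 5.22), on NW_018378439.1 from 3701655 to 3702323 (percentile 85.1 ± 8.70), on NW_018378778.1 from 319412 to 320871 (percentile 83.3 ± 12.9) and on NW_018381432.1 from 3018154 to 3019583 (percentile 82.9 ± 7.89), each over 4 libraries. With all deposited peaks, 4 of these 5 regions still lacked a *fuchi* pRNAi peak; the region on NW_018378439.1 had a weaker peak in 1 *fuchi* pRNAi library. The 3 strongest regions with *fuchi* pRNAi peaks only lay on NW_018374226.1 from 1101903 to 1102994 (percentile 85.6 ± 4.29), on NW_018370157.1 from 941470 to 942811 (percentile 85.5 ± 2.5) and on NW_018383631.1 from 4259725 to 4260335 (percentile 82.1 ± 3.03), each over 2 libraries. All 3 had weaker peaks in the full lists of 2 or 3 of the other 4 libraries.

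The last comparison followed the wild-type stage-3 regions back to earlier stages. Per its methods, the study also searched for regions that differ in accessibility between these stages and reported no clear outcome. With 12494 peaks per list, 7915 regions had a peak in both wild-type stage-3 libraries. Of these, 2567 (32.4%) had a peak in both stage-2 libraries and 1691 (21.4%) in both stage-1 libraries. Taken library by library, the share was 54.3% and 46.1% at stage 2 (mean 50.2% ± 5.82, SD, n = 2) and 47.6% and 28.8% at stage 1 (mean 38.2% ± 13.3, SD, n = 2). The ranges of the 2 stages overlapped, and the difference between their means was larger than the SD of the stage-2 replicates and smaller than that of the stage-1 replicates. All deposited peaks raised the shares in both replicates to 47.2% for stage 2 and 41.8% for stage 1. Without stage 1 replicate 2 the stage-1 share was 47.6%, and without stage 2 replicate 2 the stage-2 share was 54.3%.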

Values the study reported

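From read counts in the ATAC-seq peaks, the study reported 317 genomic regions that were differentially accessible between *fuchi* pRNAi and untreated stage-3 embryos, and 3 such regions between *Pt-hh* pRNAi and untreated embryos, at an FDR under 0.05. It counted 316 regions as dependent on *fuchi*, of which accessibility was suppressed in 276.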

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

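The alternative that looked for peaks in the full lists of the libraries counted as lacking them, and the one that paired libraries only within stage 3 and within stages 1 and 2, were chosen after seeing the data; all others were planned. For 9 of the results, 49 of the 95 alternative values stayed on the same side of 0.05, within 1.5 times the count or within the replicate SD of the share; 44 moved further and 2 lost a p-value under 0.05. The pairing test over the 6 stage-3 libraries is not in these numbers, since it cannot give a p-value under 0.05.

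The sharing of peaks between replicates over all 10 libraries kept an exact permutation p under 0.05 in every alternative except 2. Pairings within the stage blocks gave an exact permutation p of 0.289 (13 of 45 pairings). The p over all pairings therefore rests on the high sharing among the stage-3 lists. Without the *fuchi* pRNAi group p was 0.0667 over 105 pairings. Leaving out any other group, also with 105 pairings, gave 0.0286 to 0.0381. The stage-3 libraries that remained without *fuchi* pRNAi gave an exact permutation p of 0.667 over 3 pairings. Without the wild type or *Pt-hh* pRNAi this stage-3 p was 0.333. Wild-type replicate 1 shared 73.4% of its peaks with *Pt-hh* pRNAi replicate 2 and 64.7% with its own replicate, so the labelled pairing was not the highest there. With the replicate block, in which a replicate 1 library was paired only with a replicate 2 library, the exact permutation p was 0.0417 over 120 pairings. The replicate numbers did not pair the samples: libraries of different groups shared 44.8% of their peaks when they had the same number and 44.9% when they had different numbers. Over the 6 stage-3 libraries the replicate block gave an exact permutation p of 0.333, and p stayed above 0.05 in every alternative, where 15 or fewer pairings leave no room for a lower one.

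Ranking by p-value, an overlap of 50% of the shorter peak and windows of 200 bp changed none of the counts by more than 1.5 times and none of the stage shares by more than the replicate SD. Ranking by p-value narrowed the lead of the *fuchi* pRNAi pair in absent regions, with 353 regions against 281 for the next pair. With all deposited peaks the count of wild-type regions without a *fuchi* pRNAi peak was 1391 and the opposite count 398; the count of *Pt-hh* pRNAi regions without a wild-type peak was 2018; regions lacking a peak in the *fuchi* pRNAi libraries among all 6 numbered 834 and regions of the *fuchi* pRNAi libraries only 79; the stage shares were 47.2% for stage 2 and 41.8% for stage 1. Unequal list lengths shift these counts by construction, toward regions of the longer lists. With 5308 peaks per list the 6 counts, in the order of the design (wild type without *fuchi* pRNAi, the opposite, wild type without *Pt-hh* pRNAi, the opposite, absent from the *fuchi* pRNAi pair, *fuchi* pRNAi pair only), were 409, 337, 184, 284, 184 and 162, as shorter lists hold fewer regions. At that length the *fuchi* pRNAi pair again ranked highest of the 15 pairs for absent regions, above 89 for the next.

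When presence was taken from the lists of equal length and absence from the full lists, 567 wild-type regions had no *fuchi* pRNAi peak, 269 *fuchi* pRNAi regions had no wild-type peak, 45 wild-type regions had no *Pt-hh* pRNAi peak and 141 *Pt-hh* pRNAi regions had no wild-type peak. Absent from the *fuchi* pRNAi pair were 248 regions, against 4 to 146 for the other pairs, and present in that pair only were 37, against 18 to 76. The full *fuchi* pRNAi lists are among the shortest, which by itself favours absence there, so the direction of change is not settled by these counts.

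Leaving out 1 library at a time, so that 1 replicate stood for its group, moved the counts by construction, since agreement of a pair was no longer required. Across these fits the wild-type regions without a *fuchi* pRNAi peak ranged from 1177 to 2617, the opposite count from 1442 to 2780, the wild-type regions without a *Pt-hh* pRNAi peak from 797 to 2558, the opposite count from 1196 to 2004, the regions absent from the *fuchi* pRNAi libraries from 437 to 921 and those of the *fuchi* pRNAi libraries only from 394 to 1945. The share of wild-type stage-3 regions with stage-2 peaks ranged from 23.0% to 54.3% and that with stage-1 peaks from 14.9% to 47.6%.

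Of the 5 named regions without a *fuchi* pRNAi peak, 4 met the rule with all deposited peaks and all 5 under the other 4 settings of list length, ranking and overlap. Of the 3 named regions with *fuchi* pRNAi peaks only, 0 met it with all deposited peaks and 3 under each of the other 4. The planned comparison of GATA motifs between region sets was not run, since no genome sequence was used here. Without read depth, a region without a peak cannot be read as closed chromatin, and a weak peak below the limit of a shallow library is counted as absent.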

Other observations

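The tests of list length, line label, collection period, fewer reads, other pairs of the 6 libraries and peaks below the equal list length were chosen after the results they bear on had been seen. The other tests were set before they were run, although the shares of peaks between libraries and the spread of the summit p-values had already been looked at.

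At equal list length 725 wild-type regions lacked a *fuchi* pRNAi peak and 370 lacked a *Pt-hh* pRNAi peak. Both are higher than the values quoted from the study above, which counted regions by a test of read counts and not by the presence of peaks. Losses and gains against the wild type were close in number with 10616 peaks per list for *fuchi* pRNAi, 725 and 731. Losses exceeded gains with all deposited peaks (1391 and 398), with absence taken from the full lists (567 and 269) and with 5308 peaks per list (409 and 337). Gains exceeded losses by small margins when ranked by p-value (losses 685, gains 708) and with an overlap of 50% of the shorter peak (726 and 732). The same held with windows of 200 bp around the summits (761 and 798). A general loss of peaks cannot be seen in lists of equal length, and the shorter full *fuchi* pRNAi lists favour losses. The number of suppressed regions quoted above was not tested by these counts.

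The *fuchi* pRNAi pair lacked a peak in 330 regions that all other 4 stage-3 libraries had, against at most 186 for another pair at equal list length, and 353 against 281 when the peaks were ranked by p-value. Loss of weak regions alone was tested among regions of mean percentile 50 or more, where the *fuchi* pRNAi pair had 122 and the other pairs at most 58 (134 and at most 67 when ranked by p-value), which argues against it as the whole cause. The shorter *fuchi* pRNAi lists are argued against at equal list length by the pair with the 2 shortest deposited lists, wild-type replicate 2 and *fuchi* pRNAi replicate 1, which had 186 regions, and by lists of 5308 peaks, where the *fuchi* pRNAi pair had 184 and the next pair 89. With all deposited peaks the order of these pairs was the opposite, 834 and 1027, so list length matters there. By definition the 330 regions have a peak in both *Pt-hh* pRNAi libraries and none in either *fuchi* pRNAi library. The 1005 regions of the *Pt-hh* pRNAi pair without a *fuchi* pRNAi peak contain them. This count is therefore no separate test of the collection period shared by the 4 pRNAi libraries. The opposite count was 717, and pairs that mixed the groups gave at most 611. A period common to all 4 libraries cannot part them in this way, although the days in the bracketed entries differ between the *fuchi* and *Pt-hh* pRNAi libraries and cannot be told apart from the treatment.

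Of the other explanations of these 330 regions, the line of origin is argued against as the whole cause and the rest stay open. By definition the 330 regions have a peak in wild-type replicate 2 and *Pt-hh* pRNAi replicate 1. Both are of line 40, as are the *fuchi* pRNAi libraries, so a shared line cannot part them. Within line 40 the *fuchi* pRNAi pair lacked 742 regions, which contain the 330. The opposite pair had 722, a small margin, and pairs that mixed the groups at most 650. The line 39 pair, wild-type replicate 1 with *Pt-hh* pRNAi replicate 2, lacked a peak in 97 regions of the other stage-3 libraries. Lower depth was tested with the 3 stage-3 libraries that held the fewest distinct summit p-values, the *fuchi* pRNAi libraries and wild-type replicate 2. The other 2 pairs among them reached at most 186 regions, but 281 when ranked by p-value and 1027 with all deposited peaks, so a part of the excess may come from depth. Of the 15 pairs, 1, the real one, gave as many regions, and 15 pairs cannot give a share under 0.0667. By these counts an arbitrary difference between these 2 libraries and the others stays open, as does the treatment itself. The study had further evidence for an effect of *fuchi* in its own regions. Motifs resembling GATA-binding sites were enriched in them, and some lay near genes whose expression changed after the knockdown. The 330 regions were not set against the regions of the study.

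A difference in developmental progress was examined as a hypothesis. If *fuchi* pRNAi embryos were nearer to stage 2, the regions they lack would have a stage-2 peak less often than regions of similar strength, and the regions of their own more often. Of the 330 regions, 72.4% overlapped a stage-2 peak of either replicate. The gap in percentage points to regions of all 6 libraries in the same range of percentile was -16.8, against -15.3 to 5.94 for the other 14 pairs. Of the 316 regions with *fuchi* pRNAi peaks only, 87.3% overlapped a stage-2 peak, against 51.0% to 84.2% for the other pairs. This share was not matched by percentile, so it does not make the comparison with regions of similar strength. Both values lay at the end of the range that this hypothesis needs, by small margins, and the pairs next to them, such as *fuchi* pRNAi replicate 1 with *Pt-hh* pRNAi replicate 2 for the gap and wild-type replicate 2 with *fuchi* pRNAi replicate 1 for the share, contain a *fuchi* pRNAi library. The values go in the direction that would be seen if *fuchi* pRNAi embryos kept more of the stage-2 profile, but only the gap was matched for strength. In its time-lapse recordings the study described normal blastoderm formation and a rather normal start of germ-disc formation after *fuchi* knockdown. It proposes that *fuchi* is needed to open specific regions, and the values here do not separate that proposal from a difference in progress. They may also come from a feature of library quality that the *fuchi* pRNAi and stage-2 libraries share. The strongest peak of *fuchi* pRNAi replicate 2 lay on the same scaffold as in all libraries of stages 1 and 2. Of the stage-3 libraries, *fuchi* pRNAi replicate 1 shared the most peaks with each stage-2 library (46.3% and 43.9%). The same held for each stage-1 library (44.0% and 25.1%), in part by small margins. These likenesses were therefore not particular to stage 2, and their cause was not tested. In the share of peaks at the most frequent summit p-value, the *fuchi* pRNAi libraries (5.08% and 4.71%) were near wild-type stage-3 replicate 2 (5.34%). The stage-2 libraries had 38.8% and 29.1%. Library quality was not tested apart from the hypothesis, so no biological reading is drawn.

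Of the 316 regions with *fuchi* pRNAi peaks only, 279 had a peak further down in the full list of at least 1 of the other 4 libraries and 37 had none, which is within the 18 to 76 of the other pairs. Most of this set therefore may reflect the order of peaks within lists of equal length more than peaks gained after *fuchi* pRNAi.

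The regions without a *fuchi* pRNAi peak had another such region within 50 kb in 13.3% of cases, against a mean of 8.22% in 10000 random draws of as many regions from those with a peak in the other 4 libraries (p = 0.0119, permutation test, one-sided). Losses of neighbouring regions may thus be linked. This was not particular to *fuchi* pRNAi: the excess over random draws was 5.11 points here and between -2.08 and 15.5 points for the other 14 pairs.

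Among the 4 libraries of stages 1 and 2, the labelled replicate pairs shared 28.5% of their peaks on average, the lowest of the 3 ways to pair them, though the highest was 29.7%. Dilution by weak calls was examined with the 2000 strongest peaks of each list, and the labelled pairs again had the lowest share, 40.9% against at most 44.3%. An arbitrary pairing ranks lowest of 3 with a probability of 0.333, so this rank cannot exclude weak calls as the cause. Calls from very few fragments were tested with the peaks at the most frequent summit p-value. In stage 1 replicate 2, 8.59% of these 96678 peaks overlapped a stage-3 peak, against 2.33% after shifting and 24.3% of the peaks with a stronger summit p-value. In stage 2 replicate 1 these shares were 19.1%, 2.12% and 44.2%. The values lie between those of shifted positions and of stronger peaks, so that a part of the calls may be noise and the size of that part stays open. A mislabelled library at these stages would also lower the share of the labelled pairs, and it was not tested.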
